A study of Mus musculus with 28 samples. Its data were reported in "Maternal SMCHD1 regulates Hox gene expression and patterning in the mouse embryo" (2022).

How the data were processed

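H2AK119ub was profiled by CUT&RUN in mouse embryonic stem cells (mESCs), in 28 libraries. Per the labels, 6 libraries came from cells in 2i + LIF medium (3 lines per genotype). The other 22 came from cells on day 2, day 2.5 and day 3 of a differentiation towards neuromesodermal progenitors (2 male lines per genotype, 1 or 2 libraries per line). Genotype, day, line and replicate were read from the sample labels alone. Libraries of the same line and day were taken as technical replicates and averaged, so that n is the number of lines throughout.

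Reads had been trimmed with Trim Galore 0.4.4 and mapped to the mouse genome (GRCm38) with Bowtie2 2.3.4.1, per the authors' methods and the submitters' processing notes, which also name bcl2fastq, MACS and MACS2 without versions. The regions of the 2i table were peaks that the authors called with MACS, in the SeqMonk program, from published ChIP-seq of the same mark against its input, and so were not called on these libraries. For the differentiation libraries the study describes MACS2 peaks called on its own samples against inputs. The peaks of the FPKM table were used as deposited.

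For the 2i libraries the authors deposited log2 read values over 23680 peak positions, corrected for library size to the largest library. Of these 23680 entries 11840 repeated another entry in full, so 11840 distinct regions were analysed. They were the authors' peaks widened by 2500 bp on each side, with a median length of 5750 bp. A pair of columns per genotype mean was read as the authors' merged value, and 2 columns of per-sample values in this table (the published ChIP-seq library and its input) were not used.

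For all 28 libraries the authors deposited FPKM (fragments divided by the peak length in kilobases and by the library size) over 30232 peaks, of 300 to 142050 bp (median 1200 bp, 63.6 Mb in all), with 482 of them on chromosome X. A last line of that table held column means and was left out. Because FPKM keeps the size of a single fragment, the fragments behind each value were recovered from the low values. In every library 100% of the values came out as whole fragments, within a tolerance of 0.01. The depths recovered ranged from 2.76 to 19.7 M fragments per library.

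The authors also deposited 10 tables of their own csaw comparisons, with a log2 fold change, a p-value and an FDR for every region tested. Regions past an FDR of 0.05 were counted and described, and the calls were not refitted, since reads were not used here. The headers do not state which group a positive fold change favours. The direction was therefore read from the correlation of each table's fold changes with the library values over peaks.

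Following the study's correction for the efficiency of immunoprecipitation, FPKM over peaks were divided by the mean over all peaks of the same library and multiplied by the mean of these means over the 28 libraries. These scaled values were tested as log2(value + 0.5), so differences of peaks with low values are understated. The 3927 peaks with a mean deposited FPKM of at least 1 over the 22 differentiation libraries were tested. Technical replicates were averaged on the log2 scale, which gave 12 line means in 6 groups. A single fit of limma 3.58.1 (R 4.3.3) with trended empirical Bayes moderation covered all 6 groups, with 6 residual degrees of freedom. It gave the genotype difference at each day, the difference between days within each genotype, and the interaction of genotype and day. The 2i log2 values were tested with limma over 11840 regions, 3 lines against 3, as deposited. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05.

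Each gene received the length-weighted mean of the scaled FPKM over all peaks that overlapped its body plus 10 kb on each side (10596 genes), from the GRCm38 annotation provided. The 39 Hox genes were tested with limma, adjusted over the list alone and over all genes. Hox1 genes (paralogues 1) and Hox13 genes (paralogues 13) were averaged per line. Genotypes were compared by exact permutation of the lines. The difference of Hox1 and Hox13 genes within a library, which library scaling affects little, was tested with limma across lines in 8 groups. The 39 genes lay over only 12 peaks and so held 12 distinct values.

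Peaks within 10 kb of the members of 17 gene lists (389 genes, of which 2 had no entry in the annotation) were tested with camera, which asks whether the peaks of a list move apart from the other peaks. The lists were Hox paralogues 1, Hox paralogues 13, anterior Hox (paralogues 1 to 9), posterior Hox (paralogues 10 to 13), neuromesodermal and primitive streak genes, presomitic and lateral mesoderm, pluripotency, primed epiblast, neural, endoderm, neural crest and surface ectoderm, trophoblast and primitive endoderm, other Polycomb-marked developmental regulators, clustered protocadherins, imprinted genes, Polycomb and SMCHD1-related components, and housekeeping genes. The preset correlation between regions was 0.01. Each list was tested again with an estimated correlation, and with fry, which asks whether the regions of a list move one way.

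The groups, the tests, the gene lists and the rule for naming genes were set before the data were examined. By that rule, genes were named from every Hox1 and Hox13 gene, the Hox gene with the largest change in each direction, up to 10 peaks per direction past the threshold, or the 5 peaks with the smallest p per direction where fewer than 5 passed. The rule also takes up to 3 members per direction of each list, and up to 5 regions per direction with the smallest FDR in each csaw table.

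The days of a genotype share cell lines, which pairs their samples by line. The correlations between days of the lines' deviations from their group means, over the tested peaks, ranged from −0.088 to 0.053. Technical replicates also correlated weakly over these peaks, at −0.012 to 0.11, apart from 0.66 in matΔ day 2.5 line 2. Values near 0 therefore do not show that the pairing can be ignored. Blocking by line was an alternative, since the study's methods state no block.

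The tests were first run on simulated data. With values simulated for the day 2.5 genotype comparison (4375 peaks tested), 24.7% of peaks changed by a log2 of 1 and 44.4% of peaks changed by a log2 of 2 were called. Among peaks of at least 20 fragments per library these shares were 72% and 100%. Over all 4375 peaks 1 unchanged peak was called. These simulated counts held counting noise alone, with no spread between lines. The shares called are therefore too high for real lines that differ by more than counting noise. In the 2i comparison (11840 regions) 16% and 84% of changed regions were called, with 6 unchanged regions called.

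Precision was limited by depth. The median tested peak held 2.82 fragments per library and 2033 of the 3927 tested peaks were 300 bp long, since the FPKM minimum admits short peaks with few fragments. Alternatives planned before the data were examined comprised other pseudocounts, filters, scalings and flanks, every library as its own replicate, a correlation within lines (duplicateCorrelation), only the groups compared, each library or line left out, blocking, other set tests and other FDR thresholds. Chosen after seeing the data were 4 more. These were limma-voom on the recovered fragments summed per line, division by the library mean over 206 peaks of the other Polycomb-marked regulators, a minimum of 20 fragments per library (4909 peaks), and a fit without 4 libraries that stood apart. The 4 libraries were both matΔ day 2.5 libraries of line 2, replicate 2 of line 1 of wt day 2.5, and replicate 2 of line 2 of matΔ day 3. They include the matΔ day 2.5 libraries with the highest Hox13 levels (3.2 and 2.77) and the wt day 2.5 library with the lowest (0.898). Leaving them out lowers the day 2.5 difference by construction and leaves a single matΔ day 2.5 library. It shows how far the results rest on them and is no independent test. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9.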

Results

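H2AK119ub, the histone mark that the Polycomb complex PRC1 places at silent developmental genes, was measured by CUT&RUN in mESCs with and without maternal SMCHD1. In CUT&RUN an antibody directs a nuclease to the marked chromatin, and the DNA it releases is sequenced. SMCHD1 is a chromosomal ATPase of the SMC family that keeps clustered genes silent. In the maternally deleted lines (matΔ) Smchd1 was removed in the growing oocyte with Zp3-Cre, and the wild type (wt) lines carried the intact floxed allele. Cells were taken in 2i + LIF medium, which keeps them in naive pluripotency. They were also taken on day 2, day 2.5 and day 3 of a differentiation towards neuromesodermal progenitors (NMPs), the cells that give rise to spinal cord and trunk mesoderm.

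In 2i there were 3 lines per genotype with 1 library each. During differentiation there were 2 lines per genotype, with 3 libraries for wt day 2, 3 for matΔ day 2.5 and 4 for each other group. Libraries from the same line are technical replicates, so n counts lines. Exact permutation p-values between genotypes compare 2 or 3 lines per genotype. Limma p-values of peaks use a spread between lines that is pooled over the groups in the fit and moderated over peaks. For the 2i regions this moderation was complete, so a region's own spread was not used. Camera p-values with the preset correlation take peaks as nearly independent and do not measure the spread between lines. Depth ranged from 12.8 to 17.9 M fragments in wt 2i, 4.63 to 19.7 M in matΔ 2i, 8.65 to 9.99 M in wt day 2, and 3.66 to 8.34 M in matΔ day 2. It ranged from 8.14 to 15.04 M in wt day 2.5, 9.22 to 12.3 M in matΔ day 2.5, 4.97 to 7.31 M in wt day 3, and 2.76 to 4.92 M in matΔ day 3.

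The share of fragments in peaks, a measure of how well the mark was enriched, differed between libraries. At day 2.5 it was 7.07% and 10.1% in the libraries of matΔ line 2, against 4.54% in the library of matΔ line 1 and 3.59% to 5.32% in the 4 wt libraries. At day 2 the matΔ library of line 2, replicate 2 (6.74%) lay apart from the other 3 (5.197% to 5.453%). It was the only one of 20 values tested within groups of 4 that passed Dixon's criterion, which chance passes in about 1 of 20 groups. Pairs of libraries of 1 group differed by a chi-square of 1.03 to 1.71 per peak, each more than counting noise, which gives 1. Only the matΔ day 2.5 libraries of line 1 and line 2 differed by more, at 6.01 and 4.01 per peak. No library was a copy of another.

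The first comparison asked whether loss of maternal SMCHD1 alters H2AK119ub in pluripotent cells. The 4 Hox clusters, which hold the transcription factor genes that pattern the body axis from head to tail, differed between genotypes by less than the spread between lines. They lie on chromosome 6 (HoxA), chromosome 11 (HoxB, 96194316 to 96368256), chromosome 15 (HoxC, 102921103 to 103036852) and chromosome 2 (HoxD, 74668310 to 74765142; GRCm38). Hox1 genes stood at 1.11 ± 0.117 (SD, n = 3) scaled FPKM in wt and 1.06 ± 0.155 (n = 3) in matΔ, and Hox13 genes at 1.18 ± 0.125 and 1.13 ± 0.145. The mean difference over Hox genes, matΔ minus wt, was −0.054 on the log2 scale, with Hoxa13 the lowest at −0.097. The set differences were −0.042 for Hox1 and −0.044 for Hox13 (exact permutation p = 0.7 for each, smallest possible 0.1). With limma 0 of 39 Hox genes passed, adjusted over the list alone (smallest adjusted p = 0.828) or over all genes, and 0 had an unadjusted p under 0.05.

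Over the 11840 distinct 2i regions, r² between the genotype means was 0.872, across regions that are not independent replicates. Single lines gave lower values, of 0.639 to 0.678 within wt, 0.522 to 0.644 within matΔ and 0.554 to 0.782 between genotypes. The 9 ways of mixing the lines of both genotypes gave 0.804 to 0.872. With FPKM over the differentiation peaks in place of the 2i values, r² between the genotype means was 0.136. Lines of the same genotype also correlated weakly over the tested differentiation peaks, with r of 0.29 to 0.38 in wt and 0.29 to 0.39 in matΔ. Over peaks of more than 50 fragments r was 0.785 to 0.889 and 0.835 to 0.899. The low r² is therefore no evidence of a difference between genotypes. Of the 11840 regions 0 passed with limma (smallest adjusted p = 1), and 32 had an unadjusted p under 0.05 where chance gives 592. The test was thus conservative, and the 0 calls say little about small changes. Without matΔ line 1, 1 region passed. The regions with the smallest p, none of which passed, included Mt1, a metal-binding metallothionein gene, at 1.05 ± 0.35 (SE, n = 3; chromosome 8, 94176801 to 94182700). They also included Cdkn2a, a cell cycle inhibitor gene, at 0.68 ± 0.27, Rab5if at 0.68, Prc1 at 0.65, and, lower in matΔ, Fam181a at −0.76, Dnah7b at −0.70, Adgrf3 at −0.68 and Med4 at −0.63.

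Among the gene lists in 2i, 4 of 17 passed with camera. Pluripotency genes rose slightly in matΔ, with 32 of 36 regions higher and a mean log2 of 0.13 (adjusted p = 0.00929). Endoderm genes fell by 0.0995 (55 of 64 regions lower, adjusted p = 0.003), presomitic and lateral mesoderm genes fell by 0.0458 (61 of 88, 0.0498), and other Polycomb-marked developmental regulators fell by 0.0381 (214 of 349, 0.0445). None of them passed with an estimated correlation (adjusted p = 0.962 with an estimated correlation). Members included Tet2, a DNA demethylase gene, at 0.42 ± 0.21 (SE, n = 3), Sox2, a core pluripotency factor, at 0.20, the endoderm factors Gata6 at −0.15 and Gata4 at −0.12, each with an adjusted p of 1. Adjusted p was 0.271 for Hox paralogues 1, 0.0804 for Hox paralogues 13 and for posterior Hox genes, 0.152 for anterior Hox genes, 0.815 for neuromesodermal genes, 0.125 for neural genes and 0.193 for neural crest genes. It was 0.328 for trophoblast and primitive endoderm genes, 0.0804 for protocadherins, 0.373 for imprinted genes, 0.627 for primed epiblast genes and for Polycomb components, and 0.0804 for housekeeping genes (mean 0.14). The mean of the neuromesodermal regions (0.00995) was opposite in sign to their median (−0.00222) and to the test. The count of 4 became 2 without wt line 1, 9 without wt line 2, 2 without wt line 3, 10 without matΔ line 1 and 0 without matΔ line 3. It was 0 when FPKM over the differentiation peaks was used in place of the 2i values.

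At day 2 the question was whether maternal SMCHD1 affects the mark once differentiation begins. H2AK119ub over Hox genes was higher in both matΔ lines than in either wt line. Hox1 genes stood at 1.49 ± 0.0534 (SD, n = 2) scaled FPKM in wt and 1.99 ± 0.114 (n = 2) in matΔ, and Hox13 genes at 1.497 ± 0.0887 and 2.04 ± 0.125. Replicates of the same matΔ line differed widely. Hox13 genes stood at 2.47 and 1.79 in the libraries of line 1 and at 1.64 and 2.26 in those of line 2. The wt libraries stood at 1.43 to 1.61. In replicate 1 of matΔ line 2 Hoxb13 was at 1.18, against 1.16 to 1.18 in wt. By gene the difference ran from 0.21 ± 0.26 (SE) for Hoxd1 to 0.41 for Hoxa5, with Hoxb1 at 0.34 ± 0.27, Hoxa13 at 0.39 ± 0.29, Hoxb13 at 0.26 ± 0.29, Hoxc13 at 0.40 ± 0.28 and Hoxd13 at 0.25 ± 0.28. The sets differed by 0.31 (Hox1) and 0.33 (Hox13), each with an exact permutation p of 0.333, the smallest that 2 lines against 2 can give. The difference was positive under each of the 5 scalings tried, and it was 0.16 and 0.17 after division by the mean of the other Polycomb-marked regulators. Limma called 0 of 39 genes, adjusted over the list alone (smallest adjusted p = 0.324) or over all genes (0.999), and 0 had an unadjusted p under 0.05. With only the day 2 groups in the fit, 37 of 39 passed over the list alone and 0 over all genes.

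**Figure D1:**
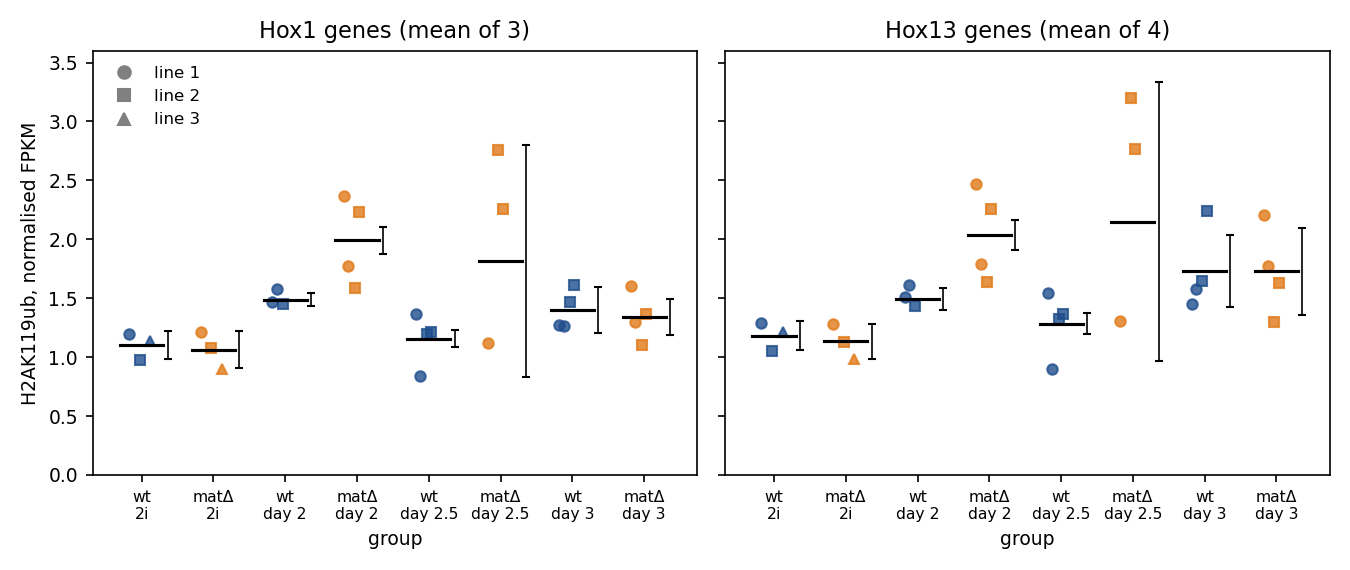
H2AK119ub over Hox1 genes (left, mean of 3) and Hox13 genes (right, mean of 4) in scaled FPKM on the vertical axis for each genotype and stage, with 1 point per library, a marker per line, a horizontal bar at the mean over lines and an error bar of 1 SD over lines (n = 3 lines in 2i, 2 at each later stage). The matΔ lines lie above the wt lines at day 2, while at day 2.5 matΔ line 1 lies within the wt range and line 2 far above it (Hox13 set 1.31 and 2.98).

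Gene groups outside Hox moved the same way at day 2. Camera called 5 of 16 lists, all higher in matΔ. The other Polycomb-marked developmental regulators rose by a mean log2 of 0.24 (85 of 89 peaks, adjusted p = 7.72e-05), neural genes by 0.20 (36 of 39, 0.0146), anterior Hox genes by 0.32 (8 of 8, 0.0178), posterior Hox genes by 0.34 (6 of 6, 0.0228), and trophoblast and primitive endoderm genes by 0.28 (17 of 17, 0.0228). All 5 were lost with an estimated correlation (adjusted p = 0.706 with an estimated correlation), and their means stayed positive under the 5 scalings, of which Polycomb-list scaling is defined on the first list and does not test it. Members included Tbx1, a factor for the pharyngeal arches, at 0.39, Gsx2, a forebrain factor, at 0.41, Tlx1 at 0.38, the hindbrain boundary factor Gbx2 at 0.25, Nkx6-2 at 0.26, Gata6 at 0.38, Pdgfra at 0.37 and the posterior axis factor Cdx2 at 0.42 ± 0.23 (SE, n = 2), none past the threshold (adjusted p = 0.999). The lists that did not pass were Hox paralogues 13 (mean 0.32, adjusted p = 0.0508), neural crest genes (0.24, 0.0508), Hox paralogues 1 (0.27, 0.108), mesoderm genes (0.17, 0.108), protocadherins (0.25, 0.148), endoderm genes (0.13, 0.152), Polycomb components (0.20, 0.152), neuromesodermal genes (0.13, 0.255), imprinted genes (0.13, 0.282), primed epiblast genes (0.07, 0.892) and pluripotency genes (−0.0064, 0.967). Among their members T, the primitive streak factor, stood at 0.33 ± 0.25, Fgf8 at 0.32, Rnf2, which encodes the catalytic subunit of PRC1, at 0.49 ± 0.19, and Pcdhb8 at 0.58. The count of 5 became 1 without wt line 1, 1 without wt line 2, 3 without replicate 1 of wt line 1, 0 without matΔ line 1 or its replicate 1, 9 without replicate 2 of matΔ line 1 or replicate 1 of line 2, and 1 without replicate 2 of line 2.

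No single peak passed at day 2. With limma 0 of 3927 peaks passed (smallest adjusted p = 0.99) and 171 had an unadjusted p under 0.05 where chance gives 196, and limma-voom called 0. The peaks with the smallest p were almost all 300 bp long with 2 or 3 fragments per library. Those higher in matΔ lay near Faxc (1.93 ± 0.47, SE, n = 2; chromosome 4, 21927151 to 21927450), Itga1 (1.81), Fah (1.90), Gm13283 (1.26) and Snx21 (1.60), and those lower near Emcn (−1.83 ± 0.46) and Pmepa1 (−1.60).

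Day 2.5 follows Wnt activation, when the first Hox genes switch on in this protocol. The matΔ mean over Hox genes was again above wt, but the lines differed. Hox13 genes stood at 1.31 scaled FPKM in matΔ line 1 and 2.98 in line 2, against 1.28 ± 0.0915 (SD, n = 2) in wt. Hox1 genes stood at 1.12 and 2.51 against 1.16 ± 0.0723. The sets differed by 0.42 (Hox1) and 0.51 (Hox13) on the log2 scale, with an exact permutation p of 0.667 for each (smallest possible 0.333). Without matΔ line 2 these values were −0.017 and 0.034, and without matΔ line 1 they were 0.87 and 0.98. After division by the mean of the other Polycomb-marked regulators they were 0.13 and 0.21.

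By gene the day 2.5 difference was highest for Hoxb13, at 0.53 ± 0.29 (SE, n = 2), with Hoxb1 at 0.43, Hoxd1 at 0.45, Hoxa13 at 0.47, Hoxc13 at 0.51 and Hoxd13 at 0.52. Limma called 0 of 39 genes, adjusted over the list alone (smallest adjusted p = 0.145) or over all genes (0.522), and 0 had an unadjusted p under 0.05. The mean over Hox genes of 0.471 was 0.937 without matΔ line 1, and 0.0039 without matΔ line 2, where 19 of 39 genes were higher. It was −0.135 without the 4 libraries that stood apart, where 0 of 39 were higher. With every library taken as a replicate 39 passed over the list alone and 13 over all genes. With a correlation within lines 39 passed over the list alone.

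**Figure D2:**
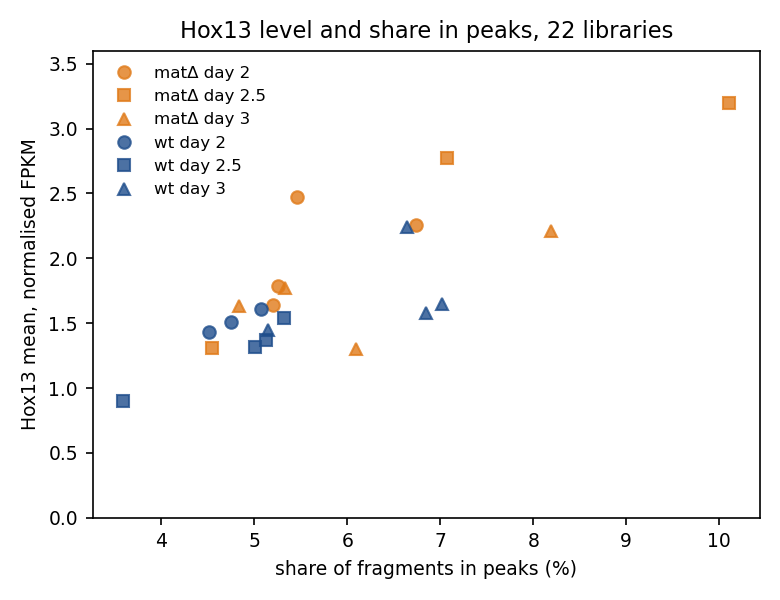
Hox13 level (scaled FPKM, vertical axis) against the share of fragments in peaks (%, horizontal axis) in the 22 differentiation libraries, with colour for genotype and marker for day. The libraries of matΔ day 2.5 line 2 lie at the upper right, at 7.07% and 10.1%, and the library of matΔ day 2.5 line 1 lies among the wt libraries at 4.54%.

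The higher matΔ mean at day 2.5 spanned nearly every developmental gene group, but the 2 matΔ lines differed. Over all 207 peaks of the other Polycomb-marked regulators they stood at 0.864 and 1.44 scaled FPKM, against 0.818 and 0.895 in the wt lines. For neural genes the matΔ lines stood at 0.895 and 1.61, against 0.85 and 0.916 in wt. Camera called 14 of 16 lists, all higher in matΔ. The other Polycomb-marked developmental regulators rose by a mean log2 of 0.43 (86 of 89 peaks, adjusted p = 4.19e-14), neural genes by 0.44 (39 of 39, 1.25e-09), endoderm genes by 0.40 (19 of 21, 0.000156), neural crest genes by 0.44 (12 of 12, 0.000203), and trophoblast and primitive endoderm genes by 0.44 (15 of 17, 0.000226). Anterior Hox genes rose by 0.43 (8 of 8, 0.000743), posterior Hox genes by 0.49 (6 of 6, 0.000984), mesoderm genes by 0.34 (18 of 18, 0.00146), Hox paralogues 13 by 0.50 (5 of 5, 0.00213) and Hox paralogues 1 by 0.40 (5 of 5, 0.0118). Imprinted genes rose by 0.28 (11 of 14, 0.0172), clustered protocadherins, the cell surface genes that SMCHD1 silences, by 0.40 (6 of 6, 0.0199), Polycomb components by 0.31 (7 of 8, 0.0199) and neuromesodermal genes by 0.25 (14 of 18, 0.0221), the last turning to −0.012 after division by the mean of the other Polycomb-marked regulators. All 14 were lost with an estimated correlation (adjusted p = 0.419 with an estimated correlation). Primed epiblast genes (0.27, adjusted p = 0.0816) and pluripotency genes (0.728) did not pass, and for the latter the mean (−0.0343) and the median (0.27) differed in sign, with 7 of 11 peaks higher.

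Members at day 2.5 with the smallest p, none past the threshold (adjusted p = 0.522), included the craniofacial factor Alx1 at 0.73 ± 0.26 (SE, n = 2), Nkx3-2 at 0.59, the eye factor Six6 at 0.58, Pax8 at 0.63, Lhx5 at 0.61, Gata6 at 0.60, Cdx2 at 0.52, Sp5 at 0.53, Osr1 at 0.54, Tfap2b at 0.57, Pcdhb10 at 0.64, Pcdhb11 at 0.67 and the imprinted gene Ndn at 0.61. Those lower in matΔ included the naive pluripotency factors Klf5 (−0.46 ± 0.18) and Tet2 (−0.69 ± 0.28), Pou5f1, which encodes OCT4 (−0.42 ± 0.21), Gdf3 (−0.61 ± 0.25), the imprinted gene Zim1 (−0.95 ± 0.35), the chaperone gene Hsp90ab1 (−0.78 ± 0.24) and the ribosomal gene Rplp0 (−0.67 ± 0.22). The count of 14 lists fell to 0 without matΔ line 2, and it was 9 without replicate 2 of wt line 1. It was 0 without the 4 libraries that stood apart, 4 with only the day 2.5 groups in the fit and 5 over peaks of at least 20 fragments. Without those 4 libraries 13 of the 14 lists had a mean below 0, such as −0.044 for the other Polycomb-marked regulators and −0.039 for neural genes. A lowering follows from the choice of these libraries, so it is no separate evidence of a lower level in matΔ.

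**Figure D3:**
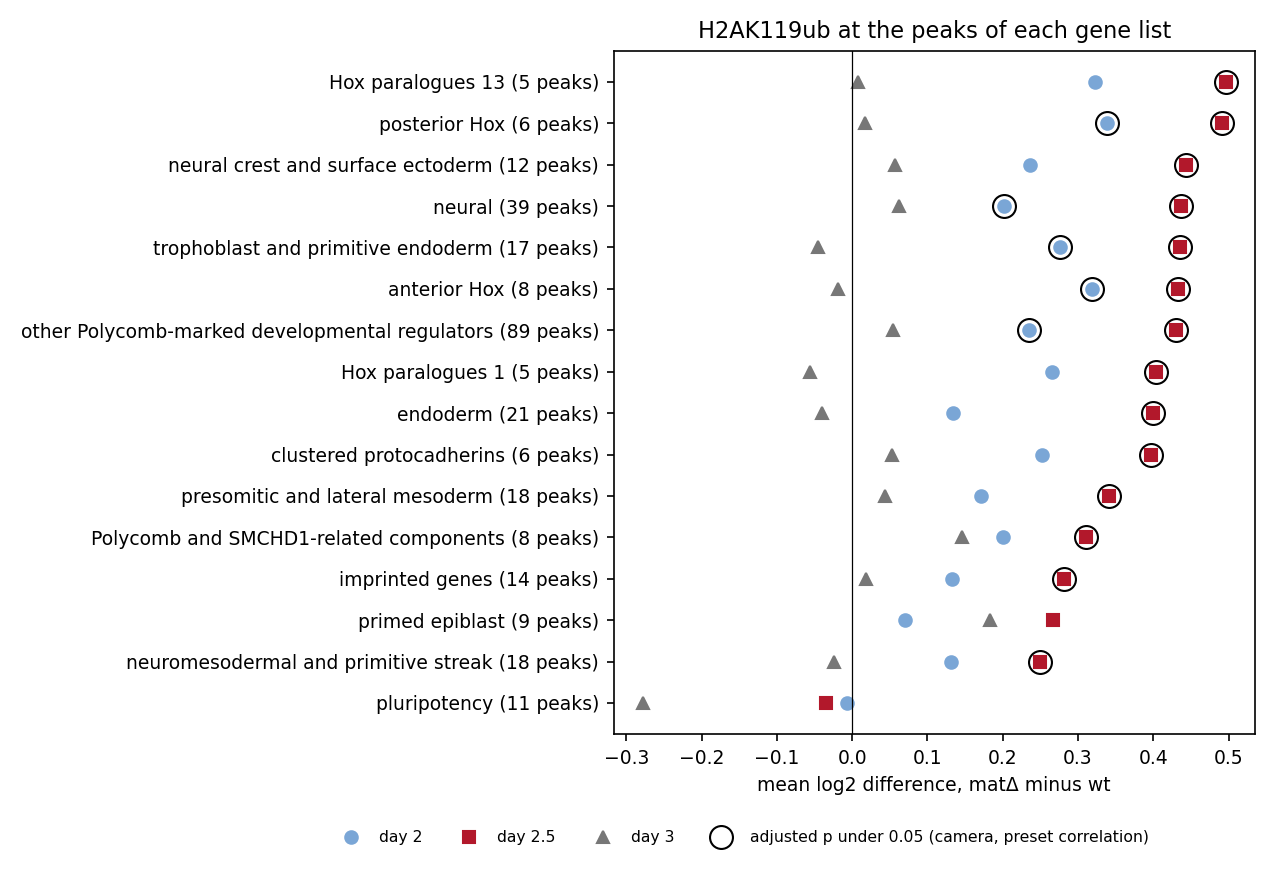
Mean log2 difference in H2AK119ub, matΔ minus wt (horizontal axis), over the tested peaks of each of 16 gene lists (vertical axis) at days 2, 2.5 and 3, with a ring where camera with the preset correlation gave an adjusted p under 0.05. At day 2.5 the list means reach 0.50 and 14 lists are ringed, against 5 at day 2 and 0 at day 3, while 0 are ringed with an estimated correlation or, at day 2.5, without matΔ line 2, and the neuromesodermal mean at day 2.5 turns to −0.012 with Polycomb-list scaling.

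With limma 0 of 3927 peaks passed at day 2.5 (smallest adjusted p = 0.742) and 147 had an unadjusted p under 0.05. Limma-voom on the recovered fragments called 242, or 0 over peaks of at least 20 fragments, and 605 passed with limma without matΔ line 1. Among the peaks with the smallest p, Slc8a1, a sodium-calcium exchanger gene, was the only one with more than 10 fragments per library (36.7; 0.98 ± 0.32, SE, n = 2; chromosome 17, 81670501 to 81674400). The others included Plxna2 (1.09), Arhgap36 (1.46) and Greb1l (1.58), and, lower in matΔ, Cct8 (−1.22 ± 0.28), Ldlrad4 (−1.18) and Polr2l (−1.27).

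By day 3, when NMPs have formed, H2AK119ub over Hox genes differed between genotypes by less than the spread between lines. Hox1 genes stood at 1.40 ± 0.192 (SD, n = 2) scaled FPKM in wt and 1.34 ± 0.151 in matΔ, and Hox13 genes at 1.73 ± 0.304 and 1.73 ± 0.372. The set differences were −0.047 (exact permutation p = 0.667) and −0.0097 (p = 1). By gene they ran from −0.12 ± 0.29 (SE) for Hoxb13 to 0.06 for Hoxa13, with Hoxb1 at −0.044, Hoxd1 at −0.06, Hoxc13 at 0.014 and Hoxd13 at 0.0024. Limma called 0 of 39 genes, adjusted over the list alone (smallest adjusted p = 0.985) or over all genes (1), and 0 had an unadjusted p under 0.05. Camera called 0 of 16 lists, each with an adjusted p of 0.938 (0.972 the smallest with an estimated correlation). Members included the hepatocyte factor Hnf4a at −0.44 ± 0.16 (n = 2), Dppa3 at −0.34, Klf5 at −0.37, Peg3, a paternally expressed imprinted gene, at 0.50 ± 0.21 and Pcgf2, a PRC1 subunit gene, at −0.49, none past the threshold (adjusted p = 1).

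With limma 0 of 3927 peaks passed at day 3, 217 had an unadjusted p under 0.05, and limma-voom called 0. The smallest adjusted p (0.164) belonged to an intergenic peak on chromosome 16 (50509201 to 50509500, 1.86 ± 0.30, SE, n = 2). Other peaks with small p, not past the threshold, lay near Kcnc2 (1.49) and Rnf165 (1.27), and, lower in matΔ, near Epcam, an epithelial adhesion gene (−1.58 ± 0.37), Shf (−1.19) and March10 (−1.14).

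Anterior Hox genes are activated before posterior ones, which raises the question of whether Hox1 genes carry less H2AK119ub than Hox13 genes. In 2i Hox1 genes were lower by a small amount in both genotypes, by a log2 difference of −0.067 in wt and −0.065 in matΔ (SE 0.0113, n = 3, limma adjusted p = 0.0085 for each), and the value was negative in all 6 lines (exact sign-flip p = 0.0312, the smallest possible). At day 2 the sets stood level, at 0.0037 in wt (adjusted p = 0.934) and −0.014 in matΔ (0.872). At day 2.5 Hox1 genes were lower in matΔ (−0.18 ± 0.0431, SE, n = 2, limma adjusted p = 0.0085), and in wt the value of −0.10 did not pass (0.0762). At day 3 Hox1 genes were lower in both genotypes, by −0.22 in wt (0.00822) and −0.26 in matΔ (0.00742). Averaged over days the value was negative in each of the 4 differentiation lines (−0.13 ± 0.033, SD), with an exact sign-flip p of 0.125, the smallest possible. Without matΔ day 2.5 line 2 the matΔ day 2.5 value was −0.15 and did not pass. The wt day 2.5 value passed at −0.10 without matΔ day 3 line 1 or line 2, and at −0.12 without replicate 2 of wt day 2.5 line 1. With flanks of 2 kb in place of 10 kb the day 2 values became −0.22 in wt and −0.28 in matΔ and the wt day 2.5 value became −0.27, all past the threshold (adjusted p = 0.0445, 0.0297 and 0.0297). HoxB did not follow the sets. Hoxb1 stood above Hoxb13 in the wt 2i lines (1.4, 1.06 and 1.26 against 1.21, 0.912 and 1.1). It also did so in the matΔ day 3 libraries (1.96, 1.48, 1.19 and 1.44 against 1.87, 1.34, 1.03 and 1.26). In wt day 3 the order varied, with 1.31 against 1.11 in replicate 1 of line 1 and 1.73 against 2.09 in replicate 2 of line 2. HoxC holds no Hox1 gene, and Hoxc13 has the value of a single peak over that cluster.

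Differences between days were then tested within each genotype. In wt cells H2AK119ub over Hox genes was lower at day 2.5 than at day 2, with a mean of −0.21 (Hoxb13 −0.13). It was higher at day 3 than at day 2.5, with a mean of 0.27 (Hoxb13 0.40). Both means kept their sign in each of the 5 scalings. Much of this rested on replicate 2 of day 2.5 line 1, without which the means were −0.075 and 0.13. Without replicate 1 of that line they were −0.35 and 0.40. Without day 2.5 line 1 the mean to day 2.5 was −0.14, and without day 3 line 2 the mean to day 3 was 0.14. The posterior Hox genes rose from day 2.5 to day 3 as a list (mean 0.30, 6 of 6 peaks, adjusted p = 0.0406), with Hox paralogues 13 (0.32, 5 of 5, 0.0406) and anterior Hox genes (0.24, 8 of 8, 0.0492). Other Polycomb-marked regulators (0.21, 85 of 89, 0.000381), neural genes (0.15, 33 of 39, 0.0406), neural crest genes (0.24, 12 of 12, 0.0406) and trophoblast and primitive endoderm genes (0.27, 17 of 17, 0.0406) rose with them. The 7 lists were lost with an estimated correlation (adjusted p = 0.723 with an estimated correlation), and 1 passed with the replicate block by line. From day 2 to day 2.5 and from day 2 to day 3 camera called 0 of 16 lists (smallest adjusted p = 0.0939 and 0.654), and the mean over Hox genes from day 2 to day 3 was 0.05, or −0.08 after quantile normalisation. That mean was −0.070 without day 3 line 2, −0.0021 without its replicate 2 and 0.11 without its replicate 1. It was 0.17 without day 3 line 1, 0.10 without day 2 line 1, 0.032 without replicate 1 of the latter and 0.00061 without day 2 line 2. The count of 7 was 0 without line 1 of day 2.5 or its replicate 2, 1 without replicate 1 of day 2.5 line 2, 11 without day 3 line 1, 1 and 2 without its replicates 1 and 2, and 0 without day 3 line 2 or its replicate 2. The 0 from day 2 to day 2.5 became 3 without day 2.5 line 2 and 11 without replicate 1 of day 2.5 line 1, and that from day 2 to day 3 became 1 without day 3 line 1.

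No Hox gene passed between days in wt. Limma called 0 of 39 over the list alone or over all genes in any of the 3 comparisons, and 0 had an unadjusted p under 0.05. Of 3927 peaks 0 passed with limma from day 2 to 2.5, from day 2.5 to 3 and from day 2 to 3, and 112, 121 and 171 had an unadjusted p under 0.05, with 0 called by limma-voom. Peaks with the smallest p, none past the threshold, lay near Snx21 (1.86 ± 0.43, SE, n = 2), Rfxap (1.51), Mrpl19 (−1.58) and Prkcq (−1.65) from day 2 to 2.5. They lay near Wwc1 (1.57), Cib4 (1.53), Prr16 (−1.71) and Slitrk3 (−1.77) from day 2.5 to 3, and near Basp1 (1.12), Pappa2 (−1.56) and Kcnc2 (−1.43) from day 2 to 3.

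In matΔ cells the mean H2AK119ub over Hox genes was lower at day 3 than at day 2, while the direction from day 2.5 to day 3 differed between lines. From day 2.5 to day 3 the genes differed by −0.12 (Hoxa13) to −0.29 (Hoxb9), and from day 2 to day 3 by a mean of −0.31 (Hoxd13 −0.11), with the mean over Hox genes negative in each of the 5 scalings. The mean from day 2.5 to day 3 (−0.21) was 0.26 without day 2.5 line 2, −0.67 without day 2.5 line 1, −0.35 without day 3 line 1 and −0.069 without day 3 line 2. It was 0.20 without the 4 libraries that stood apart, where all 39 genes were higher at day 3. That from day 2 to day 3 was −0.17 without day 3 line 2 and −0.20 without replicate 2 of day 2 line 2. From day 2 to day 2.5 the highest was 0.14 (Hoxb13), with a mean over Hox genes of −0.098 that was 0.0014 with FPKM as deposited, 0.37 without day 2.5 line 1 and −0.57 without day 2.5 line 2. With limma 0 of 39 Hox genes passed over the list alone or over all genes in any of these, and 0, 0 and 2 had an unadjusted p under 0.05 from day 2 to 2.5, from day 2.5 to 3 and from day 2 to 3. As lists, Hox paralogues 1 fell by 0.367 (5 of 5 peaks, adjusted p = 0.0438), anterior Hox genes fell by 0.338 (8 of 8, 0.0326) and protocadherins fell by 0.378 (6 of 6, 0.0438) from day 2 to day 3. These 3 were lost with an estimated correlation (adjusted p = 0.943 with an estimated correlation), and 0 passed with the replicate block by line. From day 2.5 to day 3 protocadherins fell by 0.435 (6 of 6, 0.0247), endoderm genes fell by 0.288 (20 of 21, 0.0247), neural genes fell by 0.227 (37 of 39, 0.00968) and other Polycomb-marked regulators fell by 0.167 (77 of 89, 0.00968). These 4 were lost with an estimated correlation (adjusted p = 0.808 with an estimated correlation), and without the 4 libraries that stood apart the means of these 4 lists were above 0, such as 0.21 for the other Polycomb-marked regulators.

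The matΔ counts of lists rested on single lines. From day 2.5 to day 3 the count of 4 became 13 without day 2.5 line 1, 8 without day 2.5 line 2 and 0 without day 3 line 2. The count of 0 from day 2 to day 2.5 (smallest adjusted p = 0.271) became 12 without day 2.5 line 1, 13 without day 2.5 line 2, 1 without day 2 line 1, and 2 without replicate 1 of day 2 line 1, replicate 2 of day 2 line 2 or replicate 2 of day 2.5 line 2. From day 2 to day 3 the count of 3 became 0 without day 2 line 1 or its replicate 1, 6 without its replicate 2, 7 without day 2 line 2, 6 and 0 without its replicates 1 and 2, 1 without day 3 line 1 or its replicate 1, 0 without its unnumbered replicate, 0 without day 3 line 2 or its replicate 1, and 5 without its replicate 2. Of 3927 peaks 0 passed with limma, and 197, 340 and 238 had an unadjusted p under 0.05 from day 2 to 2.5, from day 2.5 to 3 and from day 2 to 3, with 6, 300 and 0 called by limma-voom, and 0 in each over peaks of at least 20 fragments. From day 2.5 to 3, 390 passed with limma without day 2.5 line 1 and 1 without replicate 1 of day 3 line 2, and from day 2 to 2.5, 1 passed without day 2.5 line 1. Peaks with the smallest p, none past the threshold, lay near Tmem207 (1.85 ± 0.53, SE, n = 2), Myt1l (1.56), Cbl (−1.39) and Npc1 (−1.33) from day 2 to 2.5. They lay near the chaperonin gene Cct8 (1.79 ± 0.28, adjusted p = 0.147), Castor2 (1.71 ± 0.29, 0.151) and Spsb4 (−1.76) from day 2.5 to 3, and near Cpa6 (2.04), Siva1 (1.60) and Klf5 (−1.37) from day 2 to 3.

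The interaction of genotype and day asked whether matΔ cells changed differently from wt cells. From day 2.5 to day 3 the mark at developmental genes fell in matΔ relative to wt, in 10 of 16 lists. Other Polycomb-marked regulators fell by 0.376 (83 of 89 peaks, adjusted p = 1.29e-06), neural genes fell by 0.374 (37 of 39, 0.000135), endoderm genes fell by 0.439 (20 of 21, 0.00665), and trophoblast and primitive endoderm genes fell by 0.481 (16 of 17, 0.00665). Anterior Hox genes fell by 0.452 (8 of 8, 0.0112), neural crest genes fell by 0.386 (12 of 12, 0.0159), posterior Hox genes fell by 0.474 (6 of 6, 0.0198), Hox paralogues 13 fell by 0.488 (5 of 5, 0.0275), Hox paralogues 1 fell by 0.460 (5 of 5, 0.0304) and mesoderm genes fell by 0.298 (16 of 18, 0.0304). All 10 were lost with an estimated correlation (adjusted p = 0.575 with an estimated correlation). The count was 0 without matΔ day 2.5 line 2 or matΔ day 3 line 2, 3 without wt day 2.5 line 1, 4 without its replicate 2, 1 without wt day 3 line 2, 4 without its replicate 2, and 6 without the unnumbered replicate of matΔ day 3 line 1 or replicate 1 of matΔ day 3 line 2. It was also 0 without the 4 libraries that stood apart, where 8 of the 10 means were above 0, such as 0.075 for the other Polycomb-marked regulators. By gene the Hox interaction ran from −0.65 (Hoxb13) to −0.41 (Hoxa13). Its mean of −0.47 was −0.0058 without matΔ day 2.5 line 2 and −0.94 without matΔ day 2.5 line 1. Limma called 0 of 39 Hox genes over the list alone (smallest adjusted p = 0.337) or over all genes, and 0 had an unadjusted p under 0.05.

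From day 2 to day 2.5 neural genes (mean 0.24, 39 of 39 peaks) and other Polycomb-marked regulators (0.20, 80 of 89) rose in matΔ relative to wt, each with an adjusted p of 0.0178 and lost with an estimated correlation (adjusted p = 0.802 with an estimated correlation). The count of 2 became 15 without matΔ day 2.5 line 1, 8 without matΔ day 2.5 line 2, and 0 without wt day 2 line 1, wt day 2.5 line 1 or its replicate 2, matΔ day 2 line 2 or its replicate 1, or replicate 2 of matΔ day 2 line 1. Without the 4 libraries that stood apart the neural mean was −0.24 and that of other Polycomb-marked regulators −0.28. Camera called 0 of 16 lists from day 2 to day 3 (smallest adjusted p = 0.211). That count became 2 without wt day 3 line 1 or replicate 1 of matΔ day 2 line 2, and 1 without matΔ day 2 line 2, matΔ day 3 line 1, replicate 1 of wt day 3 line 2, replicate 2 of matΔ day 2 line 1 or replicate 2 of matΔ day 3 line 2. The interaction over Hox genes was highest for Hoxb13 (0.27) from day 2 to 2.5. Its mean of 0.12 was 0.58 without matΔ day 2.5 line 1 and −0.35 without matΔ day 2.5 line 2. It was −0.034 after Polycomb-list scaling and −0.023 without replicate 2 of wt day 2.5 line 1. Without the 4 libraries that stood apart it was −0.49 (0 of 39 genes higher). The interaction over Hox genes had a mean of −0.36 (Hoxd13 −0.25) from day 2 to 3. That mean was −0.24 without wt day 3 line 2 and −0.22 without matΔ day 3 line 2. Of 39 Hox genes 0 passed with limma over the list alone (smallest adjusted p = 0.95 and 0.492) or over all genes, with 0 at an unadjusted p under 0.05. Of 3927 peaks 0 passed with limma in the interactions from day 2 to 2.5, day 2.5 to 3 and day 2 to 3, with 149, 146 and 194 at an unadjusted p under 0.05 and 0 called by limma-voom. Without matΔ day 2.5 line 1, 1 peak passed from day 2 to 2.5 and 2 from day 2.5 to 3.

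Gene-level values over all 10596 genes were tested in the same way, and with limma 0 passed in any of the 13 comparisons. The number with an unadjusted p under 0.05 was 333 in 2i, and 335, 928 and 361 for the genotype at days 2, 2.5 and 3. It was 186, 263 and 571 in wt and 972, 1830 and 430 in matΔ from day 2 to 2.5, from day 2.5 to 3 and from day 2 to 3. Scaling moved the median tested peak. With FPKM as deposited it was 0.20 at day 2 and 0.21 at day 2.5 (matΔ minus wt), and 0.30 from day 2.5 or day 2 to day 3 in wt, against 0.099, 0.071, 0.093 and 0.061 with division by the mean over peaks. It was −0.17 at day 2.5 after division by the mean of the other Polycomb-marked regulators, and with the library median it was 0.12 at day 2.5 and −0.12 from day 2.5 to 3 in matΔ.

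The authors' deposited tables of csaw comparisons test windows rather than peaks, over a part of the genome that differs between tables. For the genotype the regions covered 0.689 Mb in 2i, 302 Mb at day 2, 45.8 Mb at day 2.5 and 247 Mb at day 3. Between days they covered 23.1 Mb (wt day 2 against day 2.5) to 350 Mb (matΔ day 2.5 against day 3). A count of 0 in 2i therefore speaks for little of the genome. For the genotype in 2i the authors' deposited table held 2577 regions with 0 past an FDR of 0.05 and 14 at an unadjusted p under 0.05. Its regions with the smallest p included Mt1, with a log2 fold change of −4.88 (FDR 1; chromosome 8, 94179351 to 94180410, in a UTR), where negative was higher in matΔ. At day 2 the authors' deposited table held 464401 regions with 0 past an FDR of 0.05 and 26428 at an unadjusted p under 0.05. At day 2.5 the authors' deposited table held 81027 regions, of which 1 passed. That region lay in an exon of the predicted gene Gm10800 on chromosome 2 (98666251 to 98667310), higher in matΔ (−0.695, FDR 0.000249 in the authors' deposited table), and 81.4% of its 1060 bases are masked as repeats. At day 3 the authors' deposited table held 344731 regions with 0 past the threshold (smallest FDR 0.756) and 19513 at an unadjusted p under 0.05. No region over a Hox cluster passed an FDR of 0.1 in any of the 10 tables, and the smallest FDR over Hox in the authors' deposited tables was 0.115, in HoxD for wt day 2.5 against day 3.

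Between days, regions of the authors' deposited table for wt day 2.5 against day 3 passed most often, with 140 of 235522 past an FDR of 0.05, of which 139 were higher at day 3 as read here. That direction rests on the correlation of the fold changes of the authors' deposited table with the library values over peaks (r = −0.48 for day 2.5 minus day 3), and it is opposite in sign to that of the 7 other tables whose direction could be read. Of these 139 regions in the authors' deposited table, 38 lay in an exon or UTR, 38 in an intron and 63 between genes. Their median width was 810 bp and their log2 fold changes were 2.82 to 6.19. Each fold change is that of a representative window of the region. Over the 48 peaks under these regions the library values differed by a mean log2 of 0.232 scaled and 0.433 as deposited. The fold changes thus far exceed the difference over whole peaks. Of the 139 regions, 108 lay within 10 kb of an annotated gene, and their nearest genes were 108 distinct genes. Of these, 7 were on the fixed lists, and these were named after their values were seen. They were T (intron, chromosome 17, 8437501 to 8438160), Wnt3, a primitive streak signal (UTR, chromosome 11, 103770151 to 103774810), the paraxial mesoderm factor Foxc1, the forebrain factor Six3, the somite factor Nkx3-2, Barx1 and Barhl2, with log2 fold changes in the authors' deposited table of 5.76, 4.96, 5.88, 4.01, 6.16, 3.50 and 6.07 (FDR 0.0373, 0.0315, 0.0365, 0.0268, 0.0312, 0.0446 and 0.0411). The smallest FDR in the authors' deposited table (0.0173) was shared by regions at Gamt (UTR, 5.18), Siah2 (6.18), Mylk4 (intron, 5.99) and Map7 (intron, 5.99). The 1 region lower at day 3 in the authors' deposited table lay on chromosome Y (11858001 to 11858310, −2.18, FDR 0.0178).

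The other day comparisons gave few calls. The authors' deposited table for wt day 2 against day 3 held 438934 regions with 1 past the threshold, again at Gm10800 and higher at day 3 (−0.733, FDR 3.08e-07). No region (0) of the authors' deposited tables passed for wt day 2 against day 2.5 (84999 tested, 7102 at an unadjusted p under 0.05), and for matΔ day 2.5 against day 3 (467192, 26457), day 2 against day 2.5 (266684, 7411) and day 2 against day 3 (363511, 6036).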

Values the study reported

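For cells in 2i the study gave an R² of 0.8721 between the genotypes over 23,680 peaks. It described no significant difference between Hox1 and Hox13 genes at that stage. During differentiation it described few differential peaks by csaw and none over the Hox clusters, lower H2AK119ub at Hox1 than at Hox13 genes at each stage, and more H2AK119ub at both Hox sets in matΔ than in wt cells on day 2 and day 2.5. For the coverage tracks it counted n = 4 libraries per group, or n = 3 for wt day 2, matΔ day 2.5 and the 2i groups. For the comparison of the Hox sets it gave n = 3 per genotype on days 2 and 2.5 and n = 4 on day 3.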

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

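All tests of explanations in this part were chosen after the results were seen.

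The share of fragments in peaks at matΔ day 2 stood out because of the library of line 2, replicate 2, at 6.74%. Its gap to the nearest of the other 3 libraries, divided by the range of the group, was 0.834, just above the critical value of Dixon's criterion. Chance passes this criterion in about 1 of 20 groups, and 20 values were tested, so 1 such library is the number that chance gives. Both interactions of genotype and day at the level of gene lists were picked out because the genotype difference differed between days by a direct test. From day 2 to day 2.5, 2 lists passed, and from day 2.5 to day 3, 10 lists passed. Both counts are with the preset correlation, and 0 passed with an estimated correlation.

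The pattern behind these interactions is that H2AK119ub over Hox genes, with most other Polycomb-marked developmental genes, stood higher in matΔ than in wt on day 2 and day 2.5 and not on day 3. A gain of the mark after loss of maternal SMCHD1 is a biological candidate explanation. SMCHD1 is thought to act on chromatin marked by PRC1, which does not by itself predict a gain. The paper calls the increase unexpected given the higher Hox expression on day 2.5. It proposes that the increase may be a sign of altered chromatin. The matΔ cells are also heterozygous for Smchd1, and no heterozygous cells with maternal SMCHD1 were profiled for this mark. The paper leaves open that haploinsufficiency, rather than a maternal effect, changed H2AK119ub. These 2 explanations cannot be told apart here. A single matΔ line does not carry the day 2 difference, since the Hox13 difference of 0.33 was 0.27 at its lowest without 1 matΔ line. At day 2.5 it does rest on 1 line, and the difference of 0.51 became 0.0335 without line 2.

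Library enrichment may account for part of the pattern. Across the 6 pairs of lines of the same genotype and day, the difference in Hox13 level followed the difference in the share of fragments in peaks (r = 0.967, exact permutation p = 0.00556; rho 0.886, exact permutation p = 0.0333), with 5 of 6 pairs going the same way. These pairs are the same 2 lines per genotype on each day. The permutation takes them as independent, so its p-values may be too small. Without the 2 pairs farthest from the median r was 0.661 over 4 pairs, so the relation rests largely on those pairs. The matΔ day 2 pair went the other way, at 0.15 for the share and −0.10 for Hox13 genes. After the share was taken out with the slope within groups (0.738), the Hox13 difference from library values went from 0.34 to 0.15 at day 2, from 0.51 to 0.21 at day 2.5, and from −0.0047 to 0.061 at day 3. A true gain of the mark at peaks would raise the share as well, so this correction can also remove biology.

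A gain particular to Hox was tested against 10000 sets of 12 other peaks of like signal. At day 2 the Hox peaks (mean 0.30) lay at percentile 97.3 of the matched sets (median 0.24), and at day 2.5 at percentile 75.0 (0.44 against a median of 0.40). They fall in 4 clusters and are not 12 independent values, so a gain beyond that of other marked peaks was not shown on either day and is not excluded. At day 3 they lay at percentile 42.5. At day 2 the values go with a rise at Hox genes in the means of both matΔ lines. Replicate 1 of matΔ line 2 (Hox13 1.64), however, lay just above the highest wt library (1.61). The Hox13 difference was 0.27 at its lowest without 1 matΔ line and 0.23 at its lowest with 1 library left out. Over all 207 peaks of the other Polycomb-marked regulators both matΔ lines also lay above both wt lines (1.07 ± 0.0942 against 0.927 ± 0.00483 scaled FPKM, SD, n = 2), although the count of 5 lists was 0 without matΔ line 1. Housekeeping genes lay the same way over 12 peaks (0.857 ± 0.011 against 0.775 ± 0.0493). Whether the Hox difference comes from loss of maternal SMCHD1, from heterozygosity for Smchd1 or from the enrichment of the libraries stays open. No spike-in values were analysed here.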

How the results depend on the processing

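Of the alternatives below, limma-voom, Polycomb-list scaling, the minimum of 20 fragments and the fit without 4 libraries were chosen after seeing the data, and the rest were planned. In all, 294 results were recomputed under up to 63 settings (6877 values). Of 1416 alternatives of counts, r² and Hox set values, 1215 left the result unchanged and 201 changed it. Of 5461 alternatives for 223 named regions and genes, 5365 were past the threshold in neither and 96 became significant (37 of them without matΔ day 2.5 line 1), and 174 changed sign while past the threshold in neither. Of 350 alternatives for named Hox genes at day 2 and day 2.5, 10 had the opposite sign. The cause was not tested except where stated.

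Peaks past the threshold stayed at 0 except as follows. A pseudocount of 0.1 gave 1 at day 3 and 1 for matΔ day 2.5 to 3. Every library as its own replicate gave 1 at day 3 and 4 for matΔ day 2.5 to 3, and a correlation within lines (0.133 for peaks, 0.165 for genes) gave 3 for the latter. Limma-voom gave 242 at day 2.5, 6 for matΔ day 2 to 2.5 and 300 for matΔ day 2.5 to 3. The fit without 4 libraries gave 1 for matΔ day 2 to 3. With 1 library or line left out the counts ranged from 0 to 1 in 2i, 0 to 605 at day 2.5, 0 to 390 for matΔ day 2.5 to 3, 0 to 1 for matΔ day 2 to 2.5, and 0 to 1 and 0 to 2 for the interactions from day 2 to 2.5 and day 2.5 to 3. The highest values at day 2.5 and for matΔ day 2.5 to 3 came without matΔ day 2.5 line 1, which leaves line 2 as the lone sample, assumed to vary like the other groups. With at least 20 fragments per library limma called 0 everywhere, with 693 peaks at an unadjusted p under 0.05 at day 2.5 (515 higher in matΔ) and 822 for matΔ day 2.5 to 3.

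Hox genes past the threshold at day 2.5 went from 0 to 39 over the list alone and 13 over all genes with every library as its own replicate, and to 39 over the list alone with a correlation within lines. They ranged from 0 to 39 with 1 library or line left out. With only the day 2 groups fitted, 37 passed over the list alone at day 2. The Hox1 difference between genotypes ranged from −0.11 to 0.035 in 2i, 0.21 to 0.40 at day 2, −0.017 to 0.87 at day 2.5 and −0.15 to 0.054 at day 3 with 1 left out, and that of Hox13 from −0.11 to 0.020, 0.23 to 0.42, 0.034 to 0.98 and −0.18 to 0.16.

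Hox1 minus Hox13 changed its call at wt day 2.5, which passed at −0.105 with Polycomb-list scaling, at −0.101 with every library as its own replicate and at −0.27 with flanks of 2 kb. Flanks of 2 kb also gave −0.28 at matΔ day 2 and reversed wt day 2 from 0.0037 to −0.22, and the cause was not tested. Without the 4 libraries matΔ day 2.5 was −0.152 and did not pass. With 1 left out it ranged from −0.0745 to −0.060 at wt 2i, −0.0747 to −0.0519 at matΔ 2i, −0.010 to 0.018 at wt day 2, −0.12 to −0.087 at wt day 2.5, −0.29 to −0.16 at wt day 3, −0.026 to −0.0016 at matΔ day 2, −0.22 to −0.15 at matΔ day 2.5 and −0.35 to −0.17 at matΔ day 3.

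Lists past the threshold changed under many settings. In 2i (4) they were 9 with quantile normalisation, 1 with flanks of 2 kb and 0 with FPKM over the differentiation peaks, where r² was 0.136, and ranged from 0 to 10 with 1 line left out. At day 2 (5) they were 9 with a pseudocount of 0.1, 2 with FPKM as deposited, 1 with quantile normalisation, 9 with Polycomb-list scaling, 0 with an FPKM of at least 2, 12 with every library as its own replicate, 12 with a correlation within lines, 11 with limma-voom, 8 with at least 20 fragments and 10 without the 4 libraries. At day 2.5 (14) they were 0 with an FPKM of at least 2, 4 with only these groups fitted, 5 with at least 20 fragments and 0 without the 4 libraries. With 1 left out they ranged from 0 to 9 at day 2 and 0 to 15 at day 2.5.

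For wt day 2 to 2.5 (0) lists were 4 with a pseudocount of 0.1, 3 with Polycomb-list scaling, 10 with every library as its own replicate, 9 with a correlation within lines and 10 with limma-voom. For wt day 2.5 to 3 (7) they were 1 with a pseudocount of 1, FPKM as deposited, the library median, quantile normalisation, only these groups fitted, a block by line or without the 4 libraries, 0 with an FPKM of at least 2, 3 with at least 20 fragments and 11 with Polycomb-list scaling. For wt day 2 to 3 (0) they were 3 with no filter and 1 with limma-voom or at least 20 fragments. With 1 left out these ranged from 0 to 11, 0 to 11 and 0 to 1.

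For matΔ day 2 to 2.5 (0) lists were 1 with Polycomb-list scaling, 2 with no filter, 6 with every library as its own replicate, 5 with a correlation within lines and 14 without the 4 libraries. For matΔ day 2.5 to 3 (4) they were 0 with an FPKM of at least 2, 13 with every library as its own replicate, 12 with a correlation within lines, 7 with limma-voom, and 1 with only these groups fitted, at least 20 fragments or without the 4 libraries. For matΔ day 2 to 3 (3) they were 0 with a pseudocount of 1, FPKM as deposited, the library median, an FPKM of at least 2 or a block by line, 6 with quantile normalisation, every library as its own replicate or a correlation within lines, 5 with Polycomb-list scaling, 1 with no filter or flanks of 2 kb, 8 with only these groups fitted, and 10 with limma-voom or without the 4 libraries. With 1 left out these ranged from 0 to 13, 0 to 13 and 0 to 7.

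For the interaction from day 2 to 2.5 (2) lists were 1 with Polycomb-list scaling or no filter, 0 with an FPKM of at least 2, only these groups fitted or at least 20 fragments, 10 with every library as its own replicate, 6 with a correlation within lines and 9 without the 4 libraries. Day 2.5 to 3 (10) gave 6 with no filter, and 0 with an FPKM of at least 2, at least 20 fragments or without the 4 libraries. Day 2 to 3 (0) gave 6 with Polycomb-list scaling, 2 with every library as its own replicate or a correlation within lines, 8 with only these groups fitted, 4 with limma-voom and 7 without the 4 libraries. With 1 left out these ranged from 0 to 15, 0 to 15 and 0 to 2. With an estimated correlation or with fry 0 lists passed in any comparison. Blocks by line changed no count of peaks, Hox genes or lists beyond those given.

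In 2i the r² ranged from 0.8051 to 0.861 with 1 line left out. It was 0.136 with FPKM over the differentiation peaks, where lines of the same genotype also correlated weakly. Lines of the same number in both genotypes were checked as possible pairs, and the correlations of their deviations were 0.27, −0.019 and 0.093. Lines of different number gave −0.31 to 0.28, so lines were not paired by number. The study used fewer cells for its first CUT&RUN replicate than for the later ones, and this was not modelled here. In the authors' deposited tables an FDR of 0.1 gave 1 region at day 2 and 379 for wt day 2.5 against day 3, where an FDR of 0.01 gave 0.

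Depth limits these results. The median tested peak held 2.82 fragments per library. Values simulated for the day 2.5 comparison gave calls at 24.7% of peaks changed by a log2 of 1, against 72% of peaks with at least 20 fragments. Those values held no spread between lines, so both shares are too high for real lines. In the real data limma also called 0 of the 4909 peaks of at least 20 fragments in each comparison, where low counts are less of a limit.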

Other observations

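The tests of the csaw tables in this part, and the reading of the splits of the 2i lines, were chosen after the results were seen.

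Clustered protocadherins, cell surface genes that SMCHD1 silences in other tissues, held H2AK119ub at or below the level of housekeeping genes in wt cells. Housekeeping genes stood at 0.956 ± 0.0192 (SD, n = 3) scaled FPKM in wt 2i, and at 0.775 ± 0.0493 (n = 2), 0.808 ± 0.0409 and 1.01 ± 0.058 in wt day 2, day 2.5 and day 3. Over the 52 protocadherin peaks it was 0.784 ± 0.0316 (SD, n = 3) in wt 2i, 0.776 ± 0.0355 (n = 2) in wt day 2, 0.776 ± 0.0403 in wt day 2.5 and 0.623 ± 0.0421 in wt day 3. It was 0.978 ± 0.0339 in matΔ day 2, 1.21 ± 0.637 in matΔ day 2.5 and 0.714 ± 0.00333 in matΔ day 3. Imprinted genes, some of which need maternal SMCHD1 in the placenta, stood at 0.874 ± 0.00884 (SD, n = 3) in wt 2i and 0.881 ± 0.0356 in matΔ 2i over 123 peaks, and at 0.747 ± 0.0581 (n = 2) in wt day 2 and 0.815 ± 0.0041 in matΔ day 2. At day 2.5 pluripotency genes stood at 0.838 ± 0.0658 in wt and 0.722 ± 0.0807 in matΔ over 61 peaks, and housekeeping genes at 0.808 ± 0.0409 and 0.613 ± 0.308 over 12 peaks, differences of the size of the spread between matΔ lines.

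As sets, Hox1 genes were lower than Hox13 genes in each of the 6 2i lines, by a log2 difference of only −0.067 in wt and −0.065 in matΔ, although Hoxb1 stood above Hoxb13 in each. These are values of whole peaks, shared by neighbouring genes (HoxC is a single peak of 142050 bp), whereas the study counted fragments over each gene and its flanks, so they do not test its report of no significant difference in 2i.

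In the authors' deposited tables for matΔ day 2 against day 2.5 and day 2 against day 3, the fold changes did not follow the days in the names of the tables. Fold changes were regressed on the library values over peaks. In both tables replicate 2 of day 2 line 2 stood against the other 3 day 2 libraries (weights −2.327 and −2.116), and no library of the later day had a weight above 0.292 in size. In the other 8 tables the groups named had weights of opposite sign (8 of 8), with group means of 0.47 or more in size. In these 2 tables the group means were 0.21 or less in size. Those for day 2 against day 2.5 were also opposite in sign (0.21 and −0.18). The sign alone therefore does not separate these tables from the others, and a failure of the method in these 2 is not excluded. A candidate explanation is that these 2 tables compare 1 day 2 library with the other 3, which the values fit. The 0 regions past the FDR in these 2 tables therefore say little about a change between days in matΔ.

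The direction of the wt regions called between day 2.5 and day 3 in the authors' deposited table was itself read from the library values, so that the 48 peaks below these regions were higher at day 3 (mean log2 0.23) is no separate evidence. A single day 2.5 library with a low share of fragments in peaks (3.59%) does not carry most of this mean, which was 0.188 ± 0.0289 (SE over peaks) without it. That SE is over peaks of the same lines and does not measure the spread between lines. In FPKM as deposited these peaks rose by 0.43 and the 4874 other well-covered peaks by 0.281, so a rise in the share of fragments in peaks at day 3 may account for much of the change. After division by the mean over peaks the values were 0.23 and 0.085, and the part beyond the other peaks stays open, with a gain of the mark during differentiation as an untested explanation.

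The 6 lines in 2i allow 10 splits into 3 and 3, too few for a share under 0.05. For regions the real count was 0 and the highest of the other splits 3, with 10 of 10 splits as large as the real one. For lists the real count was 4 and the highest other 9, with 6 of 10 as large. For Hox genes both were 0, with 10 of 10 as large.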
